# The DAXX co-repressor is directly recruited to active regulatory elements genome-wide to regulate autophagy programs in a model of human prostate cancer

**DOI:** 10.18632/oncoscience.152

**Published:** 2015-04-17

**Authors:** Lorena A. Puto, Christopher Benner, Tony Hunter

**Keywords:** ChIP-Seq, RNA-Seq, prostate cancer, DAXX, DNMT1, autophagy

## Abstract

While carcinoma of the prostate is the second most common cause of cancer death in the US, current methods and markers used to predict prostate cancer (PCa) outcome are inadequate. This study was aimed at understanding the genome-wide binding and regulatory role of the DAXX transcriptional repressor, recently implicated in PCa. ChIP-Seq analysis of genome-wide distribution of DAXX in PC3 cells revealed over 59,000 DAXX binding sites, found at regulatory enhancers and promoters. ChIP-Seq analysis of DNA methyltransferase 1 (DNMT1), which is a key epigenetic partner for DAXX repression, revealed that DNMT1 binding was restricted to a small number of DAXX sites. DNMT1 and DAXX bound close to transcriptional activator motifs. DNMT1 sites were found to be dependent on DAXX for recruitment by analyzing DNMT1 ChIP-Seq following *DAXX* knockdown (K/D), corroborating previous findings that DAXX recruits DNMT1 to repress its target genes. Massively parallel RNA sequencing (RNA-Seq) was used to compare the transcriptomes of WT and *DAXX* K/D PC3 cells. Genes induced by *DAXX* K/D included those involved in autophagy, and DAXX ChIP-Seq peaks were found close to the transcription start sites (TSS) of autophagy genes, implying they are more likely to be regulated by DAXX. In conclusion, DAXX binds active regulatory elements and co-localizes with DNMT1 in the prostate cancer genome. Given DAXX's putative regulatory role in autophagy, future studies may consider DAXX as a candidate marker and therapeutic target for prostate cancer.

## INTRODUCTION

According to the American Cancer Society, Cancer Facts & Figures, 2014, among men, carcinoma of the prostate is the second most common cause of cancer death in the US, with 29,480 deaths per year. Once PCa has metastasized, controlling it is often unsuccessful. Current methods and markers used to predict PCa outcome are inadequate. Discovering a new PCa marker that promises to improve prognostication beyond what is achieved with other reported biomarkers becomes of utmost importance.

Many studies have shown that cell death-modulating protein DAXX functions as a transcriptional repressor [1-4]. DAXX associates with RelB, a transcription factor of the NF-κB family that directly controls the expression of numerous apoptosis- and autophagy-relevant genes, including tumor suppressor protein kinases DAPK1/3 [1;2]. A positive connection between DAPK1 and autophagy/tumor suppression has been established [5-8]. In mouse embryo fibroblasts (MEFs) [2], as well as in the PCa cell lines [unpublished data], DAXX represses expression of these genes via mechanisms that include its binding to DNA methyl transferases (DNMTases) and hypermethylation of the promoter regions of the corresponding genes [2]. DAXX also recruits DNMTases to viral DNA so as to initiate its epigenetic repression [4]. A number of publications have reproducibly shown that DAXX interacts directly with DNMTs and employs DNA methylation as a major mechanism of repression [2-4]. DAXX is also known to repress through additional mechanisms, including recruitment of histone deacetylases (HDACs) to target promoters [2], and histone H3.3 association/regulation [9]. Conversely, *DAPK1*, has been shown to be the target of repression in a number of cancers, including AML [10], breast cancer [11], and PCa [Submitted]. Through its ability to repress tumor suppressors, DAXX would be expected to induce tumor growth or survival. It was indeed found DAXX promotes the *in vivo* tumorigenicity of two human PCa cell lines in a subcutaneous tumor xenograft model via suppression of autophagy [Submitted].

Defects in cell death mechanisms represent one of the six identified cardinal features of cancer [12], and are commonly associated with progression of tumors to refractory, chemoresistant disease [13]. Several anti-apoptotic genes have been discovered that are over-expressed in hormone-refractory prostate cancers [14]. A number of lines of evidence indicate that in a cancer context, like in development (*Daxx*-null genotype is an embryonic lethal condition in which the embryos die by age E9.5 [15], due to global apoptosis), DAXX may have a pro-survival role. In prostate tissues, DAXX staining intensity is stronger in areas surrounding tumor glands compared to areas surrounding normal glands [16]. Moreover, strong positive DAXX staining has been observed in PCa tissues, compared to benign prostatic hyperplasia (BPH) tissues, suggesting that DAXX is overexpressed in PCa [17]. In prostate cells, DAXX levels are increased in various PCa cell lines, relative to nontumorigenic human prostatic epithelial lines [17; Submitted]. Conversely, in cells and tissues, DAPK1 and DAPK3 are downregulated in cancer contexts [18; Submitted]. An inverse correlation has been found between DAXX and DAPK1/3 mRNA expression in a diverse collection of human tumor cell lines and tumor specimens [Submitted], suggesting that DAXX's role as a transcriptional repressor of *DAPK1/3* [2] is broadly relevant to tumor biology and is not restricted to PCa. Nevertheless, where DAXX binds in the PCa genome, or what effect it has on the expression of other genes, has not been determined. We performed ChIP-Seq and RNA-Seq to address the above questions. Our results are in agreement with the deposited data in the Oncomine database [Submitted], and establish that DAXX-DNMT1 association is important in PCa progression.

In conclusion, DAXX can serve as an improved marker and attractive therapeutic target in PCa.

## RESULTS

### DNMT1 peaks overlap with, and are dependent on, DAXX

DAXX is a multifaceted protein with a key role in transcriptional repression [1-4], but its genome-wide distribution in PCa via ChIP-Seq has never been investigated. To determine DAXX binding sites in the PCa genome, specifically in the PC3 cell line (derived from bone metastasis of a human PCa case [19]), we generated a stable shRNA knockdown (K/D) PC3 cell line and a control shRNA counterpart [Submitted], and performed a ChIP-Seq study. ChIP-Seq for DAXX was successful, as the strength of the signal in the experimental sample (Figure 1A, top panel) was high compared to the signal from the negative control, the input (Figure 1A, bottom panel). DAXX co-localized with H3K4 and H3K27 histone marks and other factors (RNA Pol II, CTCF) in PC3 cells (Figure 1A). DAXX was found largely at promoter-distal regions, and not on coding regions (Figure 1B). The ~60,000 DAXX peaks found in WT PC3 cells localized to promoters, enhancers, and insulators (Figure 1C). DAXX recruitment to enhancers was at the nucleosome-free region, alongside other transcription factors and co-factors (Figure 1D). De novo motif enrichment showed that DAXX strongly bound to transcriptional activator motifs (Figure 1E), although possibly indirectly to DNA, and likely as part of a complex, due to its lack of DNA binding domains [2]. The motifs included those for ETS transcription factor family, previously shown to interact with DAXX [20]. DAXX bound to a large fraction (34%) of all enhancers in PC3 cells (Figure 1F), and it co-bound with CTCF to nearly 5,000 sites (Figure 1G), consistent with the motif analysis (Figure 1E). Importantly, ChIP-Seq for DNMT1 showed that DNMT1 colocalized with DAXX and was DAXX-dependent (Figure 2A, top three panels). In contrast, the negative control (input, Figure 2A, bottom panel), did not produce specific signals. DNMT1 peaks, similar to DAXX, were found largely at promoter-distal regions (Figure 2B). A large fraction (52%) of DNMT1 peaks were also co-bound by DAXX (Figure 2C), suggesting that DAXX may be required for DNMT1 recruitment. De novo motif analysis of DNMT1 peaks found that AP-1 and an unknown motif were enriched at DNMT1 peaks (Figure 2D). Many of the DNMT1 peaks were lost after *DAXX* knockdown (2,237 DNMT1 peaks in WT (Figure 2C) vs. 600 DNMT1 peaks in *DAXX* K/D (Figure 2E)), indicating that DNMT1 recruitment is almost entirely dependent on DAXX further corroborating previous findings that DAXX recruits DNMT1 to repress its target genes [2].

**Figure 1:**
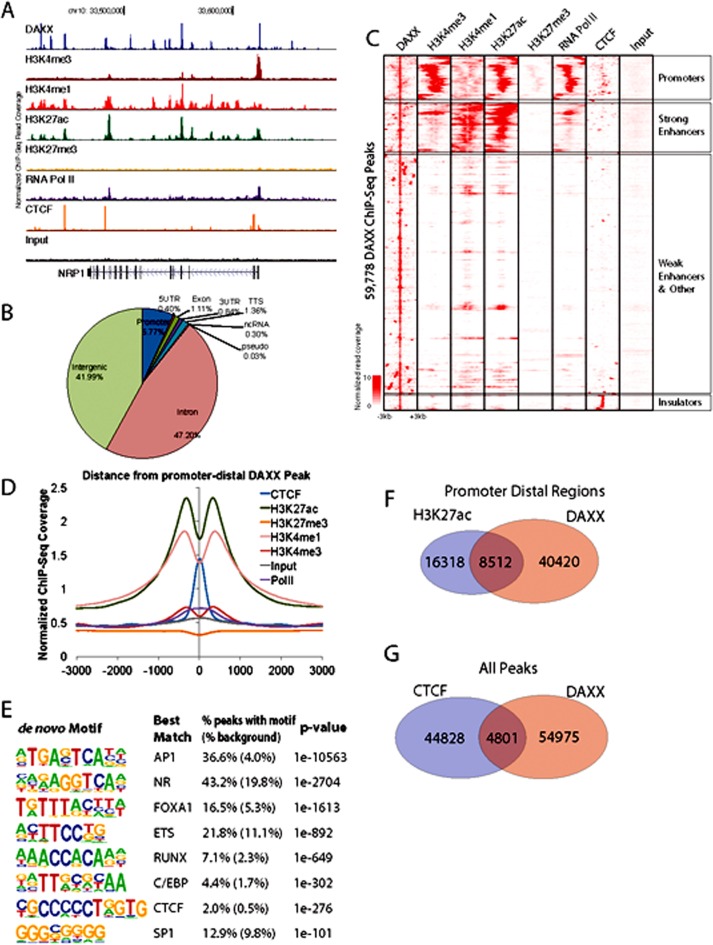
DAXX ChIP-Seq reveals that DAXX binds active regulatory elements **A.** ChIP-Seq binding profile of DAXX in PC3 cells at the NRP1 locus. Previously published (accessed through GEO database repository - NCBI) ChIP-Seq data for chromatin modification H3K4me3, H3K4me1, H3K27ac, H3K27me3, and factors RNA polymerase II and CTCF are shown. **B.** Annotation of 59,778 DAXX ChIP-Seq peaks relative to RefSeq transcript annotations. **C.** Heatmap depicting the ChIP-Seq read density within ±3 kb from DAXX peaks for DAXX and several chromatin marks. Regions were hierarchically clustered to segregate regions with different enrichment patterns. **D.** Enrichment of epigenetic ChIP-Seq experiments relative to promoter-distal DAXX ChIP-Seq peaks. **E.** Results of *de novo* motif enrichment on DAXX ChIP-Seq peaks using HOMER. **F.** Overlap between promoter-distal DAXX and putative enhancers (promoter-distal H3K27ac peaks). Significance of overlap *p*-value < 10^−100^ (binomial test, relative to random genomic distribution). **G.** Overlap between DAXX and CTCF peaks. Significance of overlap *p*-value < 10^−100^ (binomial test, relative to random genomic distribution).

**Figure 2:**
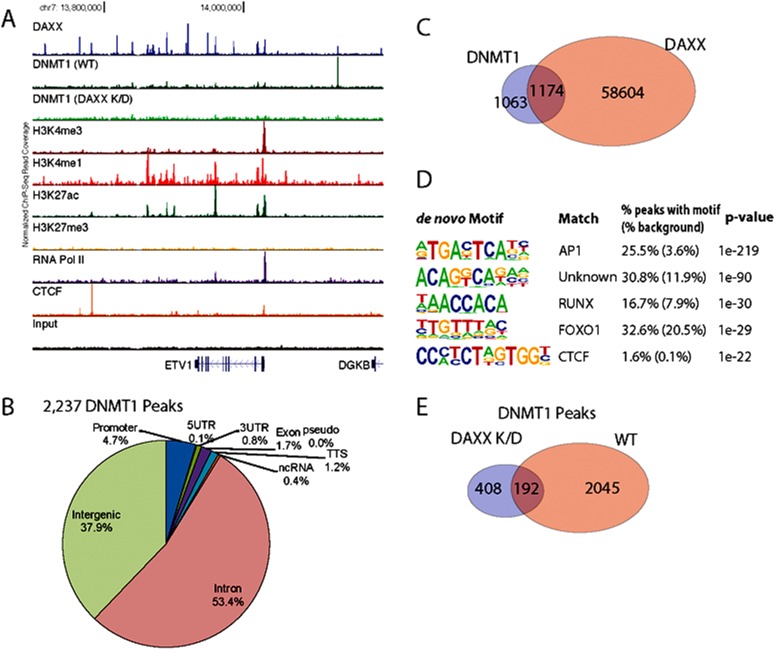
DAXX and DNMT1 ChIP-Seq's reveal that DAXX peaks overlap with DNMT1 peaks **A.** ChIP-Seq binding profile of DAXX, DNMT1, and epigenetic markers in PC3 cells at the ETV1 locus. DNMT1 binding is shown for both WT and *DAXX* K/D conditions **B.** Annotation of 2,237 DNMT1 ChIP-Seq peaks relative to RefSeq transcript annotations. **C.** Overlap between DAXX and DNMT1 peaks. Significance of overlap *p*-value < 10^−100^ (binomial test, relative to random genomic distribution). **D.** Results of *de novo* motif enrichment on DAXX ChIP-Seq peaks using HOMER. **E.** Overlap between DNMT1 peaks found in PC3 WT cells and PC3 *DAXX* K/D cells.

### Autophagy genes map close to DAXX ChIP-Seq peaks

Next, the distribution of gene transcription start sites (TSS) nearest to the DAXX ChIP-Seq peaks was analyzed. Regulated gene TSS are normally found closer to the ChIP-Seq peaks than non-regulated peaks [21]. In one study [21], 28% of TSS were located within 5 kb of ChIP-Seq peaks. Autophagy genes, including DAPK3 and ULK1, which were previously shown to be DAXX repression targets [Submitted], were found to be closer to DAXX ChIP-Seq peaks than all other genes combined (Figure 3), implying that they are very likely to be regulated by DAXX (with the difference being highly significant: *p* < 10^−7^).

**Figure 3:**
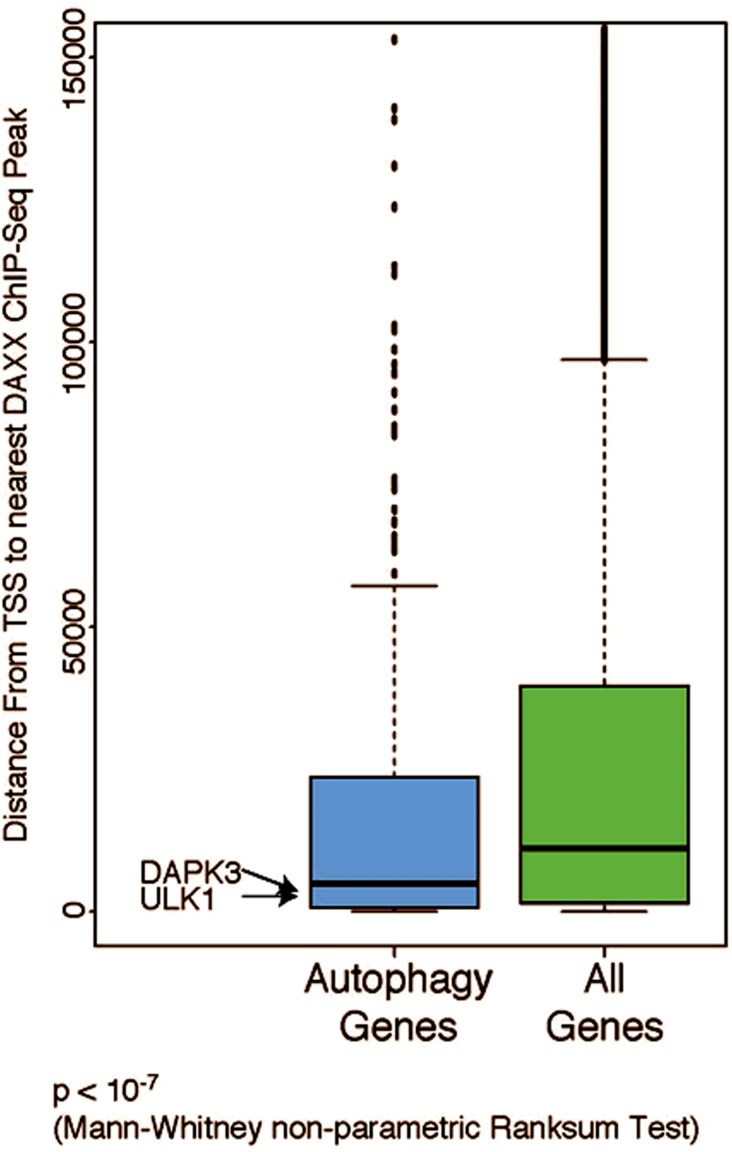
Autophagy genes map closer to DAXX ChIP-Seq peaks than expected Distribution of gene transcription start site (TSS) to the nearest DAXX ChIP-Seq peak was analyzed using HOMER. Regulated gene TSS are normally found closer to the ChIP-Seq peaks than non-regulated peaks. Autophagy genes (http://Tampaku.org/autophagy/list/GeneList) were found to be closer to DAXX ChIP-Seq peaks than all other genes combined, implying that they are more likely to be regulated by DAXX (with the difference being very significant: *p* < 10^−7^). The Y-axis represents distance from TSS to the nearest DAXX ChIP-Seq peak in bp (ULK1: 1,464 bp; DAPK3: 2,401 bp).

### DNMT1 levels are reduced in genes upregulated in *DAXX* K/D cells compared to WT cells

To identify the genes induced and repressed in WT and *DAXX* K/D cells, RNA-Seq was performed. 

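PC3 cells, a line from a bone metastasis of human prostate cancer, were sequenced as 2 WT samples and 2 DAXX K/D samples. The DAXX K/D line carries a lentiviral short hairpin RNA that lowers DAXX, a transcriptional co-repressor, and its medium held 2 µg/ml puromycin, which is not given for the WT cells. The paper calls the control both WT and a control shRNA line. Since this is not settled here, effects of transduction and selection may be mixed with those of DAXX. Neither the paper's text nor the sample labels state whether the duplicates came from separate cultures, and the p-values measure only the spread between these samples. Libraries were made with a non-stranded kit and read as single reads of 50 bases, while Methods say that reads on the appropriate strand were counted. Which was done is not settled here, so the FPKM may include reads of overlapping genes on the opposite strand. The authors aligned the reads to hg19 with STAR, for which the submitters' notes and Methods give different versions, and kept reads with a single location. Reads that near-identical paralogs share, as among actins, histones and ribosomal proteins, are therefore left out. With HOMER the authors then gave each of 26253 RefSeq genes an FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library).
The deposited FPKM fall on steps of whole reads, from which the total of each library was computed. It was 31218600 reads in WT replicate 1, 27013800 in WT replicate 2, 23405800 in DAXX K/D replicate 1 and 36020000 in DAXX K/D replicate 2. At these totals, 97.6% to 99.4% of the values checked in a library were whole to within 0.1 read. Between 18163 and 18651 genes had an FPKM above 0 in a library. The 10 genes with the most reads took 2.75% to 2.82% of the reads in genes in WT cells and 3.87% to 4.03% in DAXX K/D cells.
The log2(FPKM + 0.5) of the 13537 genes with a mean FPKM of at least 0.5 were compared with limma, and p-values were adjusted by the method of Benjamini and Hochberg. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, so the tests rest on the spread that limma pools across genes. Fold changes differed by gene length. Among the 2708 shortest genes (41 to 1406 nt), the median log2 fold change from WT to DAXX K/D was 0.49, and 1345 genes were higher and 115 lower at an adjusted p under 0.05. Among the 2706 longest genes (4733 to 27291 nt), the median was −0.33, and 105 genes were higher and 1131 lower. Replicates also differed in this way: against the mean of all libraries, the median of the shortest minus that of the longest genes was −0.52 and −0.32 in the WT libraries and 0.59 and 0.25 in the DAXX K/D libraries. Values given after correction for gene length come from a fit in which each library's trend with length was removed.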

High quality RNA was first isolated from duplicate samples from each cell line (Figure 4A). 

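IL1B, an inflammatory cytokine, rose from an FPKM of 93.8 ± 0.223 (SD, n = 2) in WT cells to 822 ± 10.2 (SD, n = 2) in DAXX K/D cells, a log2 fold change of 3.12 (standard error 0.11, adjusted p = 0.000336 from limma). The microseminoprotein MSMP rose by 3.31 on the log2 scale, the protease inhibitor SERPINA1 by 3.15, the granulocyte growth factor CSF3 by 3.11, the chemokine CCL20 by 3.09 and the complement component C3 by 3.06. The cytokines IL23A and IL6 rose by 3.04 and 2.98, and the interferon-induced IFI27 by 2.94, with adjusted p-values from 0.000336 to 0.000915 over these 9 genes. RELN, a secreted matrix protein that guides neurons, had the largest fall, from an FPKM of 7.23 ± 0.434 (SD, n = 2) to 0.229 ± 0.113 (SD, n = 2), a log2 fold change of −3.41 (standard error 0.15, adjusted p = 0.000354). Other large decreases were in PLCXD3 (log2 fold change −2.98), the calcium-binding protein CALB1 (−2.62), the collagenase MMP13 (−2.18), the plasminogen activator PLAT (−2.14) and the secreted proteoglycan ESM1 (−2.06). MT2A, a metallothionein and 1 of the 5 genes with the highest mean FPKM, went from 537 ± 3.19 (SD, n = 2) to 2944 ± 454 (SD, n = 2), a log2 fold change of 2.44.
In all, 1386 genes were higher and 647 lower at an adjusted p under 0.01, and 3003 were higher and 2275 lower at an adjusted p under 0.05. Both DAXX K/D libraries lay above both WT libraries in 5381 genes and below them in 4918, together 76.1% of the genes tested, where chance gives 33.3%. Higher genes made up 68.2% of the calls at 0.01, 53.0% with quantile normalization and 53.9% after correction for gene length. At 0.05 the majority turned, with 2689 higher and 3006 lower with quantile normalization and, both added after seeing the data, 2195 and 2241 with a correction for GC content and 3023 and 3034 with recovered reads. At 0.01 the counts were 101 higher and 41 lower without WT replicate 1, 164 and 60 without WT replicate 2, and 2995 and 2027 without DAXX K/D replicate 2, while 1011 were lower without DAXX K/D replicate 1. They were 21 and 15 with no filter on low FPKM, 697 were higher after correction for gene length, and 1058 were lower with quantile normalization.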

RNA-Seq analysis showed that 2,716 genes were increased and 2,329 were decreased in *DAXX* K/D cells compared to control (Figure 4B). 

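SQSTM1, the autophagy receptor p62, rose from an FPKM of 127 ± 0.519 (SD, n = 2) in WT cells to 348 ± 20.4 (SD, n = 2) in DAXX K/D cells, a log2 fold change of 1.45 (standard error 0.11, adjusted p = 0.00127 from limma). ZFYVE1, a marker of the membrane sites where autophagosomes form, fell from 12.2 ± 1.10 (SD, n = 2) to 3.67 ± 0.253 (SD, n = 2), a log2 fold change of −1.60 (standard error 0.12, adjusted p = 0.00126). It lies at 14q24 in a run of 8 neighbouring genes, of which 6 were lower after correction for gene length. Of 40 tested core autophagy genes, which start autophagosomes or conjugate ATG8 proteins to them, 9 were higher, 5 were lower and 26 did not pass the test, with the same counts of 9 and 5 when adjusted over the list alone. Their median log2 fold change was −0.01, and after correction for gene length 6 were higher and 4 lower.
Of the 24 that act in initiation and nucleation, with a median length of 4449.5 nt, 4 were higher and 4 lower (3 and 2 when adjusted over the list alone, and 1 and 3 after correction for gene length). The higher ones were WIPI1, ATG101, BECN1 and the membrane protein VMP1 (log2 fold change 0.41). Besides ZFYVE1, the lower ones were ATG14 (−0.49), a subunit of the autophagy PI3-kinase complex, and 2 genes named after their values were seen, the ULK complex scaffold RB1CC1 (−0.37) and the BECN1-binding SH3GLB1 (−0.32). Of the 16 that conjugate ATG8 and ATG12, with a median length of 2203 nt, 5 were higher and 1 lower (7 and 1 when adjusted over the list alone). The lower one was ATG16L1, which directs lipidation of ATG8 proteins, with a log2 fold change of −0.83 (standard error 0.09, adjusted p = 0.00264). The set test camera in limma, with a preset correlation between genes of 0.01, gave adjusted p = 0.162 for initiation and 0.0824 for conjugation. After correction for gene length, the direction of the test for initiation turned from down to up (camera adjusted p = 0.860). With a correction for GC content added after seeing the data, conjugation passed (0.0223, but 0.492 with an estimated correlation). With an estimated correlation, camera rests on 2 residual degrees of freedom. Its high p-values here and below therefore cannot tell correlation between genes from a lack of power.
Of 18 autophagy receptors, 6 were higher and 1 was lower, WDFY3 (−0.69), with the same counts of 6 and 1 when adjusted over the list alone (camera adjusted p = 0.524). Of 45 lysosomal genes, 19 were higher and 6 lower, again 19 and 6 when adjusted over the list alone (camera adjusted p = 0.108), and after correction for gene length 10 and 3. The protease CTSS rose by 1.71 and the acid lipase LIPA fell by 0.93 on the log2 scale. Of 16 tested subunits of the V-ATPase, the pump that acidifies lysosomes, 9 were higher and 1 lower, also 9 and 1 when adjusted over the list alone. ATP6V0B rose by 1.24, and ATP6V0A2, named after its value was seen, had −0.47. The camera test passed for the V-ATPase (adjusted p = 0.0374, and 0.511 with an estimated correlation), but not with quantile normalization (0.164) or after correction for gene length (0.0746).
Of 32 tested genes of the mTOR complexes and their regulators, 9 were higher and 3 lower (8 and 3 when adjusted over the list alone, camera adjusted p = 0.530), and after correction for gene length 3 were higher and 5 lower (0.860). LAMTOR4 and LAMTOR2, short genes of the complex that anchors mTORC1 on lysosomes, rose by 1.42 and 1.03, and the mTORC2 subunit RICTOR, a long gene, fell by 0.83 on the log2 scale. The number of core autophagy genes called higher was 2 without WT replicate 1, 3 without WT replicate 2, and 4 with no filter on low FPKM. RICTOR (adjusted p = 0.0521) and ATG14 (0.164) did not pass without WT replicate 1, and VMP1, RB1CC1, SH3GLB1, WDFY3 and ATP6V0A2 did not without it (0.0920 to 0.312) or without WT replicate 2 (0.0599 to 0.145). In the fit corrected for gene length, RB1CC1 (0.622), SH3GLB1 (0.785), WDFY3 (0.451) and ATP6V0A2 (0.139) did not pass. With quantile normalization VMP1 (0.16, adjusted p = 0.168) and BECN1 (0.26, 0.0638) did not, and with the GC correction RB1CC1 (0.222) and SH3GLB1 (0.183) did not.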

Genes induced by *DAXX* K/D included those involved in autophagy (subsequent figures). Next, the ChIP-Seq and RNA-Seq data were co-analyzed. DNMT1 levels at DAXX ChIP-Seq peaks within 10 kbp of the TSS of genes upregulated by shDAXX were determined (Figure 4C). Genes upregulated in *DAXX* K/D cells displayed lower DNMT1 levels than those in WT cells, indicating that DNMT1 is employed by DAXX in WT cells to repress these genes.

**Figure 4:**
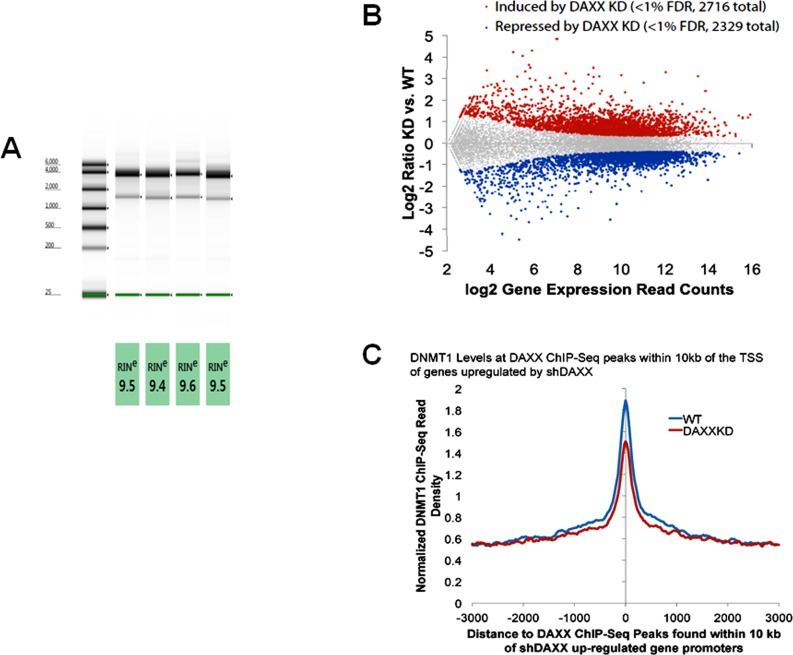
Genes whose expression is increased by *DAXX* knock down in PC3 cells show low levels of DNMT1 association **A.** Total RNA was isolated from PC3 cells as described under Methods. High quality RNA was obtained, as evidenced by high RINs (RNA Integrity Numbers). The first two lanes represent WT samples, whereas lanes 3 and 4 represent *DAXX* K/D samples. **B.** Massively parallel RNA sequencing (RNA-Seq) was used to investigate in an unbiased fashion the expression of different genes, comparing the WT and *DAXX* K/D expression patterns in PC3 cells, using duplicate samples described in **A**.. RNA-Seq reads were aligned to the human genome using STAR. Gene expression was determined using HOMER. 2,716 genes were found to be induced and 2,329 repressed by *DAXX* K/D. Genes induced by *DAXX* K/D included those involved in autophagy. **C.** DNMT1 levels at DAXX ChIP-Seq peaks within 10kb of the TSS of genes upregulated by shDAXX are shown. Genes upregulated in *DAXX* K/D cells have lower DNMT1 levels than those in WT cells, indicating that DNMT1 is employed by DAXX in WT cells to repress these genes.

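Of 25 tested targets of NF-κB, the inflammatory transcription factor family that includes RelB, 12 were higher and 4 lower in DAXX K/D cells than in WT cells at an adjusted p under 0.05 from limma (13 and 4 when adjusted over the list alone). The higher ones included ZC3H12A, an RNase that degrades cytokine mRNAs (log2 fold change 1.13), the cytokine LIF (1.05) and RELB (0.60). The lower ones were the prostaglandin synthase PTGS2 (−0.85), the chemokine CXCL8 (−0.64), the apoptosis inhibitor BIRC3 (−0.41) and NFKB1 (−0.32), named after their values were seen. The camera test gave the list an adjusted p of 0.00771, and 0.0220 after correction for gene length, but 0.511 and 0.506 with a correlation estimated from these samples. BIRC3 had −0.08 (adjusted p = 0.371) and NFKB1 −0.20 (0.0773) after correction for gene length, and with a correction for GC content added after seeing the data, RELB (0.0895), CXCL8 (0.160) and BIRC3 (0.185) did not pass. RELB, CXCL8, BIRC3 and NFKB1 did not pass without WT replicate 1 (adjusted p from 0.0548 to 0.326) or without WT replicate 2 (0.0587 to 0.155).
Of 78 tested ribosomal protein genes, with a median length of 693 nt, 74 were higher (75 when adjusted over the list alone) and 4 did not pass the test. Their median log2 fold change was 1.16, and RPS14 and RPS29 had 1.94 and 1.86. After correction for gene length the median was 0.50, with 56 genes higher and 1 lower. Of 76 genes of the respiratory chain and ATP synthase, with a median length of 797 nt, 63 were higher and 2 lower (68 and 2 when adjusted over the list alone). NDUFB1, a subunit of complex I, rose by 1.84, while the complex II subunit SDHA (−0.54) and the complex I subunit NDUFS1 (−0.43), named after their values were seen, were lower. After the correction, 45 of the 76 were higher and 4 lower, so some of the lower calls were new. The camera test gave adjusted p = 8.76e-21 for the ribosomal proteins and 9.26e-17 for the respiratory chain, but 0.511 for either with an estimated correlation. Without WT replicate 1, SDHA (0.0804) and NDUFS1 (0.165) did not pass, nor without WT replicate 2 (0.0878 and 0.120), and NDUFS1 did not with the GC correction (0.0609).
Of 23 tested genes of cholesterol synthesis, with a median length of 2256 nt, 15 were higher, by either adjustment (also 15 when adjusted over the list alone), and 8 did not pass. They included MVD and EBP, enzymes of the pathway, at 1.05 and 0.94 (camera adjusted p = 0.00216, but 0.511 with an estimated correlation). Of 23 tested actin and SRF target genes, 10 were higher and 1 lower (11 and 1 when adjusted over the list alone). Calponin CNN2 rose by 0.98, while tropomyosin TPM4, named after its value was seen, had −0.65 (camera adjusted p = 0.0106, but 0.511 with an estimated correlation). Of 36 genes of the G2 and M phases of the cell cycle, 13 were lower and 3 higher, by either adjustment (13 and 3 when adjusted over the list alone). The proliferation marker MKI67 fell by 1.82, the kinetochore motor CENPE by 0.88 and the spindle protein DLGAP5 by 0.84 on the log2 scale. The 3 higher genes were AURKB (0.65), PRC1 (0.36) and UBE2C (0.56), all named after their values were seen (camera adjusted p = 0.00754, but 0.511 with an estimated correlation). After correction for gene length, 1 of the 36 was higher and 17 were lower, so some of the lower calls were new. AURKB then had 0.20 (adjusted p = 0.0630) and UBE2C −0.07 (0.523). With quantile normalization PRC1 (0.174) and UBE2C (0.050009) did not pass. Of 18 replication-dependent histone genes, with a median length of 481 nt, 10 were higher (11 when adjusted over the list alone), but after correction for gene length 1 was higher and 5 were lower (camera adjusted p = 0.00771, 0.115 with the direction turned after that correction, and 0.511 with an estimated correlation). Without WT replicate 1, AURKB (0.0616), TPM4 (0.0524), PRC1 (0.202) and UBE2C (0.124) did not pass, and the last 3 did not pass without WT replicate 2 either (0.0566 to 0.163).
The call of the actin and SRF list was also lost with quantile normalization (adjusted p = 0.437) and the GC correction (0.102), and that of the G2 and M list with the latter (0.0749).

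**Figure D1:**
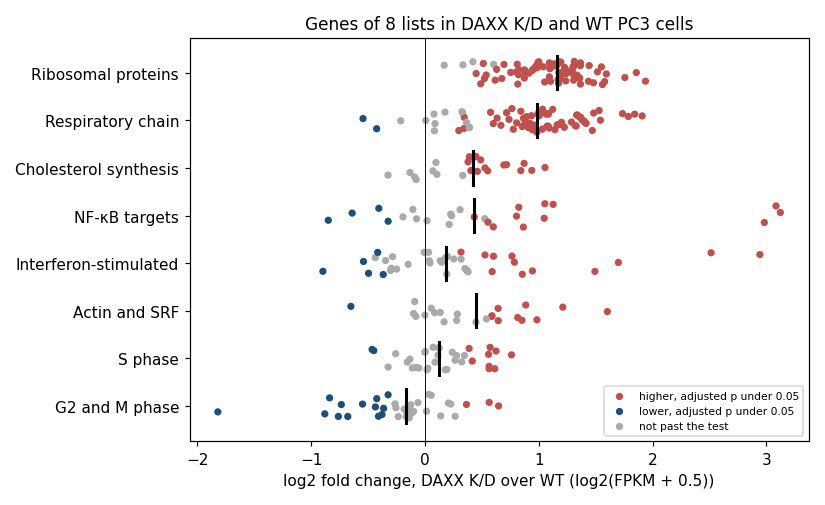
Log2 fold changes from WT to DAXX K/D (horizontal axis, from log2(FPKM + 0.5)) of the tested genes of 8 groups, each in a row of its own. Each point is a gene, spread vertically at random and coloured by its call in limma, and the black bar is the median of the group, 1.16 for the ribosomal proteins and −0.16 for the G2 and M genes.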

### RNA-Seq reveals that DAXX is an autophagy modulator

Based on ChIP-Seq findings (Figure 3), we focused our analysis on the relationship between DAXX and autophagy genes. To that end, RNA-Seq was utilized, using duplicate samples per cell line (WT and *DAXX* K/D). 

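Of 13 genes that the paper counts among the positive regulators of autophagy, 11 had a mean FPKM of at least 0.5, and 10 of these were higher in DAXX K/D cells at an adjusted p under 0.05 (11 when adjusted over the list alone). The study chose these genes on these samples, so the counts are not independent evidence of their direction. The ATG8 family members GABARAP, GABARAPL1 and GABARAPL2, which are conjugated to autophagosome membranes, had log2 fold changes of 0.95, 0.94 and 0.77 (standard errors 0.11, 0.13 and 0.12). GABARAPL1 went from an FPKM of 3.59 ± 0.262 (SD, n = 2) in WT cells to 7.39 ± 1.07 (SD, n = 2) in DAXX K/D cells (adjusted p = 0.00504 from limma). MYL9, the myosin light chain called LC20, went from 5.13 ± 0.830 (SD, n = 2) to 16.5 ± 1.03 (SD, n = 2), a log2 fold change of 1.60 (standard error 0.13, adjusted p = 0.00150).
The kinase gene DAPK3 had a log2 fold change of 0.79 (adjusted p = 0.00884). ATG101, a subunit of the ULK complex, had 0.69 (0.0202), the ATG8 protease ATG4D 0.51 (0.0184) and the conjugation enzyme ATG7 0.39 (0.0296). The phosphoinositide-binding WIPI1, the human ATG18, had 0.38 (0.0283), and BECN1, which encodes Beclin1, 0.36 (0.0382). ATG3, the conjugating enzyme of the ATG8 system, had a log2 fold change of 0.48 (standard error 0.16, adjusted p = 0.0529) and did not pass. DAPK1 lay below the filter, with 16 reads in DAXX K/D cells and 1 in WT cells, a ratio at equal depth of 15.7 with a 95% counting interval from 2.44 to 657. DEPTOR, an inhibitor of mTOR, was below it too, with 54 and 31 reads and a ratio of 1.71 (1.08 to 2.75). In fits with no filter, their adjusted p-values were 0.108 and 0.205.
Both negative regulators were lower in DAXX K/D cells. MTOR, the kinase of mTORC1 and mTORC2, had a log2 fold change of −0.60 (standard error 0.14, adjusted p = 0.0174). RPTOR, which encodes Raptor and lies on chromosome 17 of hg19 from 78518625 to 78940173, went from an FPKM of 11.8 ± 0.834 (SD, n = 2) to 7.80 ± 0.808 (SD, n = 2), a log2 fold change of −0.57 (standard error 0.12, adjusted p = 0.0129).
MTOR and RPTOR are 8665 and 6350 nt long, whereas the positive regulators have a median length of 1692 nt. After correction for gene length, 6 positive regulators were higher, not counting ATG101 (0.27, adjusted p = 0.118), ATG4D (0.24, 0.0862), BECN1 (0.20, 0.0863) and WIPI1 (0.17, 0.182), MTOR had −0.20 (0.113) and RPTOR −0.28 (0.0388). The number of higher positive regulators was 3 without WT replicate 1, 5 without WT replicate 2 and 6 with no filter on low FPKM, and without WT replicate 1 neither MTOR (−0.52, adjusted p = 0.120) nor RPTOR (−0.50, 0.109) passed. ATG4D (0.248) and ATG7 (0.0554) did not pass with a correction for GC content added after seeing the data, nor BECN1 with quantile normalization (0.0638).

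**Figure D2:**
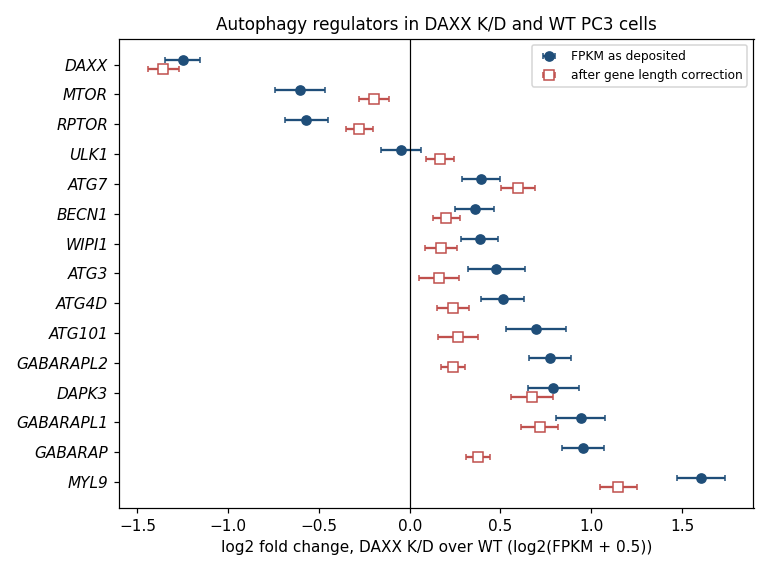
Log2 fold changes from WT to DAXX K/D (horizontal axis, from log2(FPKM + 0.5)), with standard errors as bars, of DAXX, MTOR, RPTOR, ULK1 and the 11 tested positive regulators. Filled circles come from the FPKM as deposited and open squares from the values after correction for gene length, which moves MTOR from −0.60 to −0.20 and turns the sign of ULK1.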

DAXX expression correlated inversely with expression of positive regulators of autophagy, including DAPK1, DAPK3, ATG8, ATG18, ATG101, LC20, ATG3, ATG4, Beclin1, ATG7 (Figure 5), and Deptor (not shown), whereas it correlated positively with expression of negative regulators of autophagy, mTOR and Raptor (Figure 6A and 6B). DAXX may increase mTOR/mTORC1/Raptor activity by suppressing ULK1 [Submitted], which, through a negative feedback loop, phosphorylates and inhibits Raptor and subsequently inhibits mTORC1 signaling [22]. Through an as of yet unidentified mechanism, DAXX may also affect mTOR and Raptor levels, in addition to their activity. 

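DAXX RNA was lower in both DAXX K/D samples than in both WT samples. Its FPKM was 18.4 and 19.0 in the WT replicates (mean 18.7 ± 0.419, SD, n = 2) and 7.28 and 7.85 in the DAXX K/D replicates (mean 7.57 ± 0.405, SD, n = 2). The mean FPKM was 59.5% lower, and the log2 fold change on the scale of the test was −1.25 (standard error 0.10, adjusted p = 0.00140 from limma). After correction for gene length it was −1.36.
DAXX (NM_001254717) lies on the minus strand of chromosome 6 of hg19, from 33286335 to 33290793. The short hairpin RNA targets its 3′UTR, which in the annotation of GENCODE 44 lies in exon 8 and spans 188 bp from 33286335 to 33286522. Of 11 tested genes that neighbour DAXX on chromosome 6, 3 were higher and 1 lower, with the same counts of 3 and 1 when adjusted over the list alone (camera adjusted p = 0.136). The higher ones were RPS18 (log2 fold change 1.17), which encodes a ribosomal protein, CUTA (1.03) and the prefoldin subunit PFDN6 (1.02). All 3 are short genes, and after correction for gene length PFDN6 had 0.31 (adjusted p = 0.102). Without WT replicate 1, RPS18 (0.0771) and PFDN6 (0.0590) did not pass.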

As expected, DAXX RNA expression levels were decreased (65%) in *DAXX* K/D cells (Figure 5, 6A, and 6B). Genome browser examples (Figure 6A) and a condensed heat map from RNA-Seq experiments (Figure 6B) show an inverse correlation between DAXX and DAPK3 and a linear correlation between DAXX and mTOR. Therefore, in conjunction with previous findings [Submitted], DAXX appears to repress autophagy in PCa. 

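DAPK3 RNA was higher and MTOR RNA lower in both DAXX K/D samples than in both WT samples. DAPK3 encodes a death-associated protein kinase. Its FPKM was 10.5 and 10.7 in the WT replicates (mean 10.6 ± 0.128, SD, n = 2) and 21.4 and 16.2 in the DAXX K/D replicates (mean 18.8 ± 3.67, SD, n = 2). The standard error of its log2 fold change was 0.14 (limma). MTOR had an FPKM of 13.9 and 12.4 in the WT replicates (mean 13.1 ± 1.09, SD, n = 2) and 7.53 and 9.49 in the DAXX K/D replicates (mean 8.51 ± 1.39, SD, n = 2).
DAPK3 (NM_001348) lies on the minus strand of chromosome 19 of hg19 from 3958451 to 3971121, and its transcript is 2299 nt long. After correction for gene length its log2 fold change was 0.67 (adjusted p = 0.0124), and without WT replicate 1 it was 0.78 with adjusted p = 0.0538. MTOR (NM_004958) lies on the minus strand of chromosome 1 from 11166588 to 11322608, and its fold change did not pass the test after correction for gene length. Of the other tested members of the DAPK family, STK17B was lower (log2 fold change −0.73, adjusted p = 0.00553), as was STK17A (−0.38, adjusted p = 0.0381), which had −0.27 after correction for gene length (0.0967) and did not pass with a correction for GC content added after seeing the data (0.138). Neither passed without WT replicate 1 (0.0525 and 0.232), and STK17A did not without WT replicate 2 (0.142) or DAXX K/D replicate 2 (0.0550). From the inverse relation of DAXX with DAPK3 and its positive relation with mTOR, together with earlier findings, the paper proposes that DAXX represses autophagy in PCa.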

Of note, an effect on ULK1, another DAXX repression target [Submitted], was not observed via RNA-Seq. 

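ULK1, the kinase that starts autophagosome formation, did not pass the test. Its FPKM was 13.6 and 11.7 in the WT replicates (mean 12.6 ± 1.36, SD, n = 2) and 11.9 and 12.4 in the DAXX K/D replicates (mean 12.2 ± 0.369, SD, n = 2). The log2 fold change was −0.05 (standard error 0.11, adjusted p = 0.755 from limma). These values rest on 2201 and 1634 reads in the WT libraries and 1446 and 2323 in the DAXX K/D libraries.
ULK1 (NM_003565) lies on the plus strand of chromosome 12 of hg19 from 132379279 to 132407707, with 28 exons. Both Q-PCR primers match exon 24, from 132403757 to 132403778 and from 132403909 to 132403929, a product of 173 bp. Its sign turned to 0.17 (adjusted p = 0.146) after correction for gene length and to 0.06 (0.838) without WT replicate 1. After a correction for GC content, added after seeing the data, ULK1 passed as lower, at −0.39 (0.0353).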

To validate RNA-Seq data on ULK1, we performed Q-PCR using the same RNA that was used for RNA-SEQ. Q-PCR showed that ULK1 mRNA levels were increased 3-7- fold in *DAXX* K/D samples, using the cyclophilin (CPH) internal control gene for normalization (Figure 6C). Although there was variability between replicates, it did not amount to significant difference (Figure 6C). Use of an alternative internal control, (GAPDH), showed a similar fold increase (not shown). The reason for the difference in the fold change in ULK1 RNA levels observed in WT and *DAXX* K/D PC3 cells between the RNA-Seq and Q-PCR analyses is unclear, but we believe that the Q-PCR result is reliable based on the replicates we obtained.

**Figure 5:**
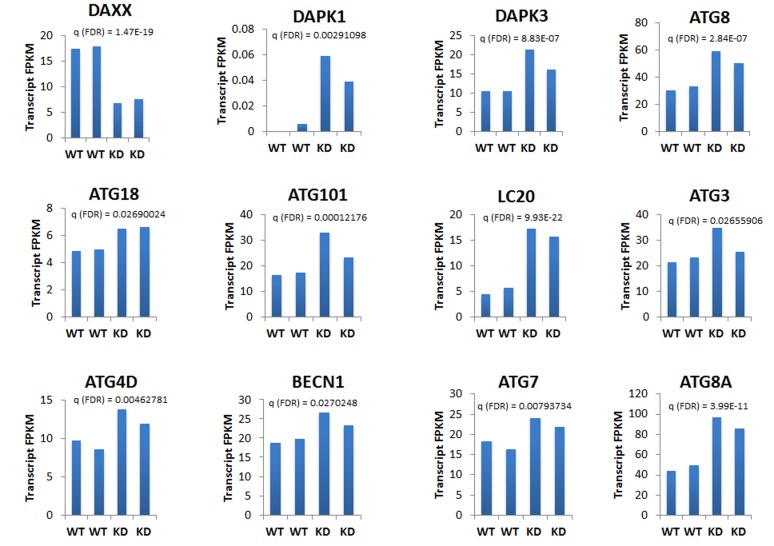
DAXX expression is inversely correlated with the expression of positive regulators of autophagy Using RNA-Seq as described in Figure 4, among autophagy genes, DAXX expression was inversely correlated with expression of positive regulators of autophagy, including DAPK1, DAPK3, ATG8, ATG18, ATG101, LC20, ATG3, ATG4, Beclin1, ATG7, and Deptor (not shown), whereas it was linearly correlated with negative regulators of autophagy mTOR and Raptor (Figure 6). Duplicate samples were used per cell line. The graphs were prepared by determining gene expression using HOMER, and then plotted using Excel.

**Figure 6:**
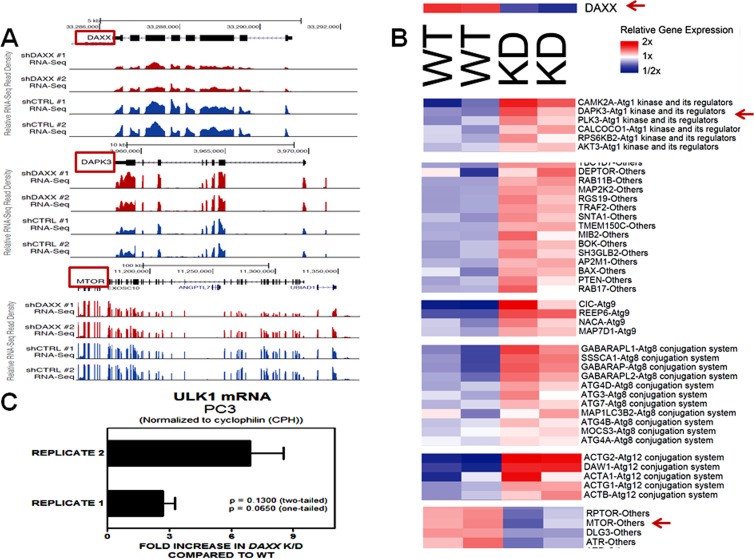
RNA-Seq reveals a connection between DAXX and autophagy regulators Genome browser examples **A.** and a condensed heat map from RNA-Seq experiments **B.** show an inverse correlation between DAXX and DAPK3 and a linear correlation between DAXX and mTOR. Representative values are plotted in Figure 5. Read densities were visualized by preparing normalized BigWig files using HOMER and uploading them to the UCSC Genome Browser **A**., as described under Methods. Visualization of gene expression values as heatmaps **B.** was performed using Java TreeView. Duplicate samples were used per cell line. **C.** Q-PCR analysis was performed using cDNA samples as described under Materials and Methods to determine ULK1 mRNA levels in WT and *DAXX* K/D cells, and compare them to RNA-Seq results. *DAXX* K/D cells show increased levels of ULK1 mRNA compared to WT cells. The variability between replicates was not statistically significant.

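Of 40 genes that the heat map shows as higher in DAXX K/D cells, 28 were higher at an adjusted p under 0.05 from limma, 7 did not pass and 5 were below the filter on low FPKM. All 5 genes that it shows as lower were lower. The heat map was drawn from these same samples, so these counts are not independent evidence of direction. Among the 7 that did not pass were the GTPase RAB17, the LC3 gene MAP1LC3B2, the ATG8 proteases ATG4A and ATG4B, MOCS3 and ATG3, with log2 fold changes above 0. The sign of MAP1LC3B2, which is near-identical to a paralog, turned to −0.25 after correction for gene length (adjusted p = 0.331). Gene symbols were read from the heat map, which served for names and directions. After correction for gene length, 23 of the 40 genes were higher and 12 did not pass, among them BAX, whose sign turned from 0.61 to −0.10, and 3 of the 5 lower genes were lower. With a correction for GC content added after seeing the data, 16 of the 33 calls made without a correction were lost, among them ACTB, ACTG1, BAX, ATG4D and ATG7, while ATG4A passed.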

## DISCUSSION

In the current study, utilizing ChIP-Seq, we investigated the genome-wide binding of the DAXX transcriptional repressor and its epigenetic partner DNMT1 in the PC3 PCa cell line, and found that DNMT1 enrichment is dependent on DAXX. Importantly, ChIP-Seq showed that autophagy genes mapped closer to DAXX peaks than all other genes combined, indicating that they are likely to be regulated by DAXX. Additionally, using RNA-Seq, we determined changes in gene expression levels between the wild-type (WT) and *DAXX* knock-down (K/D) PC3 cells. Genes increased by *DAXX* K/D included those involved in autophagy. Related to autophagy genes, ChIP-Seq and RNA-Seq data showed significant overlap. Specifically, among autophagy genes, the presence of DAXX was inversely correlated with the expression of positive regulators of autophagy - DAPK1, DAPK3, ATG8, ATG18, ATG101, LC20, ATG3, ATG4, Beclin1, ATG7, and Deptor, whereas it correlated positively with negative regulators of autophagy – mTOR and Raptor.

The current study provides further clarification on the role of the DAXX transcriptional repressor in prostate tumorigenesis and progression. In many types of cancer, including PCa [23], tumor suppressors, such as DAPK1 and DAPK3, are downregulated, a process that facilitates cancer metastasis. One of the proteins that represses the *DAPK1* and *DAPK3* genes is DAXX [2], and our working hypothesis is that suppression of *DAPKs* by DAXX results in increased prostate tumorigenesis and progression [Submitted]. The goal is to restore the activity of DAPKs in patients with advanced prostate cancer by inhibiting production of DAXX, for example via tissue-specific shRNA delivery, which has already shown potential in cancer therapy [24]. The results of this project may guide current therapeutic efforts to employ tissue-specific shRNA delivery in the treatment of metastatic PCa. This approach would inactivate the DAXX pathway for tumor promotion, and consequently restore the activity of the DAPK1 and DAPK3 tumor suppressors. In combination with this approach, inhibitors of DNA methylation and/or histone deacetylases are expected to relieve repression of DAPK tumor suppressors, whose epigenetic silencing has emerged as a recurring theme from our work and throughout the literature. Restoring the activity of endogenous tumor suppressors is an attractive strategy for controlling malignancy, because it taps into natural pathways for self-defense against cancer.

Our study represents the first to determine DAXX location in the PCa genome, as well as its correlation with the expression of PCa genes. We utilized the PCa cell line PC3, derived from a PCa bone metastasis [19]. An important finding was that DNMT1 ChIP-Seq peaks overlapped with DAXX peaks (Figure 2), and that DNMT1 was dependent on DAXX for recruitment to specific sites in the PCa genome. The DNMT1 number of ChIP-Seq peaks was considerably lower than that of DAXX, but in agreement with other reported ChIP-Seq studies involving DNMT1 [25].

Corroborating our recent findings [Submitted], through ChIP-Seq studies, DAXX was found to be strongly bound to its repression targets - DAPK3 and ULK1 – although DNMT1 was not found to have the same binding affinity for the promoters of these genes (10 kbp promoter length was examined). It is possible that DAXX employs several mechanisms to repress its targets, besides DNA methylation through DNMT1.

Also reinforcing our recent observations [Submitted], both ChIP- and RNA-Seq revealed that DAXX represses positive modulators of autophagy. DAXX expression inversely correlated with DAPK3 (Figure 5, 6A, 6B: RNA-Seq), and ULK1 (Figure 6C: Q-PCR).

Oncomine analyses [Submitted] have shown a significant correlation between elevated DAXX expression and PCa development and progression/metastasis. Larger scale analyses will be needed to correlate expression of DAXX with pathological stage and survival. Future studies will also include immunohistochemistry analyses to confirm the bioinformatics/gene expression analyses. In addition to DAXX, immunohistochemistry studies will include DAPK1 and DAPK3 so as to establish a relationship between DAXX and the DAPK1/3 tumor suppressors. The correlations between DAXX and DAPK1/3 expression will be based on the tumor grade, stage, and disease metastasis. This study design will establish whether (1) DAXX can serve as a marker for early tumor growth or later advanced/metastatic PCa, and (2) high DAXX expression associates with indolent versus lethal PCa.

In conclusion, bound DAXX co-localizes with bound DNMT1 in the prostate cancer genome. DAXX represses autophagy gene expression, presumably also because of its ability to recruit DNMT1, among other mechanisms. Autophagy acts as a tumor suppressor mechanism in PCa [Submitted]. We can envision that DAXX can serve as a precise prognostic marker in PCa and that tissue-specific shRNA delivery targeted against DAXX can be employed in the treatment of metastatic prostate cancer in patients, in particular if we discover, through additional studies, that DAXX is a marker for lethal PCa in humans. Improved knowledge of DAXX and its mechanisms will be helpful for identifying those patients for whom tissue-specific shRNA delivery will be beneficial, thus ensuring that therapeutic intervention is appropriately tailored to each patient's disease.

## MATERIALS AND METHODS

### Cell culture and recombinant lentivirus transduction

The human prostate cancer cell line PC3, which was obtained from Scott Crist (Purdue University), was maintained in Roswell Park Memorial Institute-1640 (RPMI-1640) medium, containing 10% fetal bovine serum, FBS (HyClone), and 1% penicillin/streptomycin plus L-glutamine. For the generation of a stable *DAXX* knock-down (K/D) PC3 line, recombinant lentiviruses targeting *DAXX* (constructed in the lentiviral backbone vector pLKO.1-puro) were purchased from Sigma (Clone ID: NM_001350.x-2410s1c1; Accession Number: NM_001350.3; Region: 3UTR). A non-specific control virus was also purchased (SHC002V: MISSION® Non-Target shRNA Control Transduction Particles).

### Chromatin Immunoprecipitation (ChIP), Deep Sequencing (ChIP-Seq), and RNA Sequencing (RNA-Seq)

ChIP was performed using the Active Motif's ChIP-IT High Sensitivity kit (cat # 53040), starting with the control (WT or non-specific shRNA) and DAXX K/D PC3 cells. The manufacturer's protocol was followed. The following goat polyclonal antibodies from Santa Cruz Biotechnology Inc. were used for ChIP: anti-DAXX (sc-7001) and anti-DNMT1 (sc-10219). A two-step cross-linking procedure (protein-protein & DNA-protein) preceded ChIP as described [26], using disuccinimidyl glutarate (DSG) for protein-protein cross-linking (Thermo Scientific, cat # 20593). For ChIP, anti-DAXX or anti-DNMT1 antibodies were used to collect chromatin bound to the respective antibody, and was followed by deep sequencing (ChIP-Seq) using an Illumina HiSeq 2500 system. Non-immunoprecipitated (input) chromatin, subjected to the same treatment, served as a control. Massively parallel RNA sequencing (RNA-Seq) was used to investigate in an unbiased fashion the expression of different genes, comparing the control and DAXX K/D expression patterns in PC3 cells (duplicate samples). Total RNA was first isolated using NucleoSpin RNA kit (Clontech, cat # 740955). The RNA integrity number (RIN) was determined using The Agilent RNA ScreenTape assay (Agilent 2200 TapeStation, Salk Institute's Next Generation Sequencing core), and high quality RNA was used for RNA-Seq. The RNA-Seq libraries were prepared using Illumina TruSeq RNA v2 non-stranded sample prep kits and sequenced on an Illumina HiSeq 2500 according to the manufacturer's instructions. Genomic data analysis and visualization of ChIP-Seq and RNA-Seq analyses were performed as described below.

### Genomic data analysis and visualization

#### ChIP-Seq Analysis

ChIP-Seq sequencing reads were mapped to the human genome (GRCh37/hg19) using Bowtie2 with default parameters (v2.1.0, [27]). Only reads that mapped to a single unique location were considered for further analysis. Genome browser BedGraph tracks and read density histograms were generated using HOMER [28]. Peak finding and annotation to the nearest RefSeq gene promoter was performed using HOMER (findPeaks program using the “-style factor” option). *De novo* motif discovery was also carried out using HOMER.

#### RNA-Seq Analysis

RNA-Seq reads were aligned to the human genome (GRCh37/hg19) using STAR with default parameters (v2.1.4a, [29]). Only reads that aligned to a single, unique location where kept for further analysis. Read densities were visualized by preparing normalized BigWig files using HOMER and uploading them to the UCSC Genome Browser (http://genome.ucsc.edu/). Gene expression was determined by identifying reads on the appropriate strand overlapping exons defined by RefSeq using HOMER. Differentially expressed genes were then identified using EdgeR [30]. Functional Enrichment with Gene Ontology was performed using DAVID [31]. Visualization of gene expression values as heatmaps was performed using Java TreeView [32].

Both ChIP-Seq and RNA-Seq analyses were performed using Salk Institute's Next Generation Sequencing core facility.

#### Q-PCR analysis

PC3 and PC3 *DAXX* K/D cells were processed using Power SYBR Green Cells-to-Ct Kit (Ambion, Cat # 4402953) to lyse cells, generate cDNA, and perform Q-PCR per the manufacturer's instructions. Applied Biosystems 7900HT Q-PCR instrument was used to amplify the samples, and the analysis was performed using SDSv2.4 software (Life Technologies). All statistical analyses were performed using GraphPad Prism 5. The sequences of the ULK1 and control (GAPDH & CPH) Q-PCR primers are as follows:

ULK1 forward primer: 5′-CAA GAG CAC ACG GAG ATC CTG C-3′;
ULK1 reverse primer: 5′-CCC CAT TCT CGG CTC AGC AGG-3′;
GAPDH forward primer: 5′-ACA TCA AGA AGG TGG TGA AGC AGG-3′;
GAPDH reverse primer: 5′-ACA AAG TGG TCG TTG AGG GCA ATG-3′;
CPH forward primer: 5′-GAC CCA ACA CAA ATG GTT C-3′;
CPH reverse primer: 5′-AGT CAG CAA TGG TGA TCT TC-3′.

How the deposited data were processed for this re-analysis (not part of the article)

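RNA from 2 WT and 2 DAXX K/D samples of PC3 cells was sequenced on an Illumina HiSeq from non-stranded TruSeq libraries. According to the submitters' notes, the authors called bases with CASAVA 1.8.2, aligned reads to hg19 with STAR 2.2.0c (a different version is given in Methods), kept uniquely aligned reads and computed with HOMER, version not given, an FPKM for each RefSeq gene in each sample. The paper found differentially expressed genes with EdgeR, which works on read counts. The deposited table holds FPKM and no counts, so that step could not be repeated on its own input. The values were checked and lie on steps of whole reads per gene length and library total, as FPKM do. The totals computed from these steps range from 23405800 to 36020000 reads per library. A single read on a gene of 1 kb adds 0.0278 to 0.0427 FPKM. The sums of FPKM over all genes were 288094.7 and 291285.9 in WT and 378589.4 and 342384.5 in DAXX K/D. For 840 genes the table gives a single value for several loci or transcripts, and no read counts were computed for them.

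Genes with a mean FPKM of at least 0.5 over the 4 samples were tested (13537 of 26253). The 2 DAXX K/D samples were compared with the 2 WT samples by limma 3.58.1 with an intensity trend on log2(FPKM + 0.5), in R 4.3.3, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. Calls of single genes use an adjusted p under 0.05, and counts of genes also use 0.01, the FDR given in Fig. 4B. The fit had 2 residual degrees of freedom and 4.33 prior degrees of freedom. Tests are two-sided. No library was left out, and sample numbers were not used as pairs in the main comparison.

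The tests, the thresholds, the 31 gene lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from 3 alternatives and the tests noted in the closing section. The values plotted in Fig. 5 had been seen by then. The rule names every gene that the paper's text names or that can be read in Fig. 5 or Fig. 6B, the 10 genes with the largest rise and the 10 with the largest fall among called genes with separated replicates and a mean FPKM of at least 1, up to 4 called members of each list with the largest change, and the 5 genes with the highest mean FPKM. Paper names were matched to gene symbols by the aliases in the table, so that ATG8 stands for GABARAP, GABARAPL1 and GABARAPL2, ATG18 for WIPI1, LC20 for MYL9 and ATG4 for ATG4D. Lists with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and also with an estimated correlation and with fry.

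The alternatives were pseudocounts of 0.1 and 1, no filter, a mean FPKM of at least 2, limma without the intensity trend, robust empirical Bayes, quantile normalization, centring on the median, scaling by a mean of log ratios trimmed by 30%, a change of at least 1.5 times, the replicate number as a block, and leaving out each library in turn. In a further alternative, a loess trend (span 0.5) of each library's deviation from the gene mean against log2 gene length was subtracted, also together with the block. The 3 alternatives chosen after seeing the data were recovered reads, the same trend removal with GC content (known for 90.1% of the genes tested), and crossed pairs of replicates. The recovered reads were computed from the FPKM and the library totals. They were then scaled by their own sum over genes in each library, not by those totals. Reads in genes were 77.9% and 75.5% of the totals in WT and 79.6% and 77.3% in DAXX K/D.

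The method was tested on simulated data with 2 samples against 2. Of genes changed by 1.5, 2 and 4 times, 28.4%, 91.0% and 100% were called, and 31 of 176 calls were false, over 13463 genes. That share of false calls is larger than the threshold on the adjusted p of single genes is meant to allow. In this simulation the threshold therefore did not hold its nominal rate, and calls of single genes may include more false ones than it states. A list raised in the simulation was called and 0 of 20 other lists were. A simulated trend with gene length went from a rank correlation of −0.84 to −0.03 after the correction.

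Runs of neighbouring genes were searched on the fold changes after correction for gene length, as the median over 8 tested genes in a row, and compared with 1000 random orders of the genes. Exons, UTRs and primer positions come from GENCODE 44 on hg19. Counting intervals are exact 95% intervals of the ratio of reads and cover counting error only. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots. The ChIP-Seq and Q-PCR measurements were not analysed, since the table holds RNA-Seq values alone. The values of a few single genes that enter the counts are not reported here.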

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

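The tests of a length bias of the libraries, of GC content, of gene length and copy number on chromosome 14 and of gene length in the NF-κB targets were chosen only after the result was seen. The results in this part are signals that the paper does not discuss, some of them in groups that hold genes it names, such as RELB and MYL9.

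Short genes were higher and long genes lower in DAXX K/D cells, with a rank correlation of −0.54 between log2 fold change and gene length across 13537 genes, which are not independent replicates. Among the 90.1% of these genes with a known GC content, the correlation was −0.57, and −0.51 after removal of a trend with GC content, or 89.4% of its size. Of the −0.54 across all tested genes, 98.5% was kept without the ribosomal protein and respiratory chain genes. These values argue against GC content or those genes as the whole source. A bias of the libraries, for example from RNA integrity or preparation, and an effect of DAXX K/D cannot be told apart. The paper reports high RNA integrity numbers for the WT and DAXX K/D samples, which were not tested against the trend. The difference between the shortest and the longest genes was 0.81 between the conditions and 0.38 between the 2 DAXX K/D replicates, or 47.2% of it, which is too large to set the trend apart from differences between libraries of 1 condition and too small to account for it. An effect of DAXX on short and long transcripts stays open as an untested biological explanation. A difference between the lines from transduction or selection stays open too, as whether the control was transduced is not settled.

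On chromosome 14 (14q24), 8 neighbouring genes had a median log2 fold change of −1.37 after correction for gene length, in a region that the paper does not mention. ZFYVE1 and the histone reader DPF3 lie in it, and DCAF4, RBM25, PCNX, MAP3K9 and SIPA1L1, also in it, were named after their values were seen. A chance order of genes is argued against, since no random order had a window as low (0.1%, the smallest share that 1000 orders can give, and a lowest random median of −1.26). Gene length stays open for part of the window: DPF3, DCAF4, ZFYVE1, RBM25 and PCNX had −2.50, −1.90, −1.44, −1.29 and −0.42 after the correction, but MAP3K9 and SIPA1L1 went from −0.44 and −0.27 to 0.05 and 0.09. A lower copy number of the segment in the DAXX K/D line, or regulation of several of its genes, cannot be told apart either, since the SD of the fold changes (0.93) was at percentile 98.95 of other windows, between the bounds set for and against a common factor.

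Targets of NF-κB had a median log2 fold change of 0.43, and IL1B, at 3.12, was among the largest rises. Gene length as the whole source is argued against, since after its correction the median was 0.23 and the camera test still passed (adjusted p = 0.0220, but 0.506 with an estimated correlation). Puromycin or selection of the K/D line was not tested and stays open beside the loss of DAXX, which binds RelB, since no WT sample is described as grown with puromycin. That loss of a repressor of RelB raises its targets is a hypothesis that these samples leave untested.

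Ribosomal protein genes had a median log2 fold change of 1.16. Genes of the respiratory chain and ATP synthase had a median of 0.99. Actin and SRF target genes had a median of 0.45. Genes of the G2 and M phases had a median of −0.16. Genes of cholesterol synthesis had a median of 0.42. Replication-dependent histone genes had a median of 0.47, and −0.20 after correction for gene length.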

How the results depend on the processing

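The alternatives with recovered reads, GC correction and crossed pairs were chosen only after the result was seen. DAXX passed as lower in every alternative run on it, and recovered reads give it no value, since it has several loci in the table. The numbers of genes higher and lower at an adjusted p under 0.01 were 21 and 15 with no filter, 697 higher with gene length correction and 602 with that correction and the replicate block. At 0.01, 1058 were lower with quantile normalization, 1784 with recovered reads and 1172 with crossed pairs, and 893 were higher with GC correction. At 0.05, a change of at least 1.5 times left 1848 and 983, and gene length correction with the replicate block gave 1909 higher. Positive regulators called higher numbered 6 with no filter, 6 with gene length correction and 5 with that correction and the replicate block. Core autophagy genes numbered 4 with no filter and 4 with gene length correction and the replicate block. With gene length correction, MTOR had −0.20 (adjusted p = 0.113, and 0.177 with the replicate block) and RPTOR −0.28 with the replicate block (0.0732). ULK1 turned to 0.17 with gene length correction, alone or with the block, and passed at −0.39 with GC correction. Gene length correction, alone or with the block, also turned GAPDH to −0.0018, MAP1LC3B2 to −0.25, BAX to −0.10, UBE2C to −0.069, MAP3K9 to 0.048 and SIPA1L1 to 0.094, and quantile normalization turned GAPDH to −0.32. No gene list passed the camera test with an estimated correlation (0), a form with little power at 2 residual degrees of freedom. The G2 and M list and the actin and SRF list had negative estimated correlations (−0.026 and −0.017). Their unadjusted camera p-values still rose, from 0.00151 to 0.0664 and from 0.00338 to 0.0836. The test fry, which asks whether the genes of a list move on balance in 1 direction, passed 20 lists. It passed 9 with gene length correction, 7 with quantile normalization, 6 with GC correction and 0 with the replicate block. The rank correlation with gene length was −0.40 with no filter, −0.63 with a mean FPKM of at least 2 and −0.0047 after its correction, with or without the block. A correction removes the trend by construction. For the other changes the cause was not tested.

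Sample numbers are shared between the conditions but no source pairs them. With the replicate block, 1654 genes were higher and 817 lower at 0.01. The differences between replicates of the 2 conditions had a Pearson correlation of −0.15 across genes. Those differences had rank correlations with gene length of opposite sign, −0.49 in DAXX K/D and 0.42 in WT. Such trends pull the correlation down and could hide a shared part, so it does not settle pairing. Leaving out each library in turn gave 101 to 2995 genes higher and 41 to 2027 lower at 0.01, and 1037 to 3936 and 382 to 3028 at 0.05. It gave 3 to 11 positive regulators, 2 to 13 core autophagy genes and 9 to 10 gene lists. The log2 fold change ranged from −1.30 to −1.20 for DAXX, −0.76 to −0.45 for MTOR, −0.67 to −0.47 for RPTOR and −0.15 to 0.059 for ULK1, and the rank correlation from −0.57 to −0.49. The lowest counts came without WT replicate 1 and the highest without DAXX K/D replicate 2, and the lone remaining sample is then assumed to vary like the other group. Depth limits DAPK1 and DEPTOR, which were below the filter.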

Differences from the paper's values

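In this part, the alternatives with recovered reads, GC correction and crossed pairs were chosen only after the result was seen.

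The paper reports 2716 genes increased in DAXX K/D cells at the FDR of Fig. 4B, and limma called 1386 at an adjusted p under 0.01. The paper's number of decreased genes is 2329, against 647 called here. Of the alternatives set before the data were examined, leaving out DAXX K/D replicate 2 brought both counts within 1.5 times the paper's, at 2995 and 2027. All the others stayed apart, with 21 to 1792 genes higher and 15 to 1058 lower. The paper's counts come from EdgeR on read counts, which are not in the deposited table. Recovered reads scaled by their sum in each library, chosen after seeing the values, gave 1964 and 1784, within 1.5 times the paper's counts. They dropped 1 of the 33 genes of Fig. 6B called here, DAXX itself, which has several loci in the table and no recovered reads. Crossed pairs of replicates, also chosen after seeing the values, gave 2041 higher, within 1.5 times the paper's count, and 1172 lower, which is not, and dropped 0 of the 33. At an adjusted p under 0.05, which is not the paper's FDR, 3003 genes were higher and 2275 lower.

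For ATG3, Fig. 5 shows an FPKM of about 22 in WT and about 30 in DAXX K/D, read by eye, and the deposited values give 39.5 ± 2.44 (SD, n = 2) and 55.7 ± 12.0 (SD, n = 2). Leaving out any library did not close this difference. Values under the other alternatives were not compared with Fig. 5. The values of the 10 other genes compared with Fig. 5 were within 1.5 times those read from it.

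The paper counts ATG3 among the genes inversely related to DAXX. Here its log2 fold change was 0.48 and its adjusted p 0.0529 from limma. ATG3 passed with a mean FPKM of at least 2 (0.0394), robust empirical Bayes (0.0472), the replicate block (0.0455) and without DAXX K/D replicate 2. It also passed, both chosen after seeing the values, with recovered reads (0.0267) and crossed pairs (0.0147). The replicate block also cost calls: WIPI1 (0.0630) and BECN1 (0.0777), which the paper also counts, and VMP1 (0.0612) did not pass with it. DAPK1, with an FDR printed in Fig. 5, and DEPTOR were too low to be tested here. In a fit with no filter their adjusted p-values were 0.108 and 0.205, with more reads in DAXX K/D cells for both.

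Of the 40 genes shown as higher in Fig. 6B, 35 were tested, all with a log2 fold change above 0, and 28 were called. The other 5 lay below the filter, each with a higher mean FPKM in DAXX K/D than in WT, and all 5 shown as lower were called. Since Fig. 6B shows these same samples, the shared directions are not independent evidence. Besides ATG3, ATG4B passed in several alternatives set before the data were examined: gene length correction (0.0362), a mean FPKM of at least 2 (0.0444), median centring (0.0434), robust empirical Bayes (0.0491), the replicate block with gene length correction (0.0421) and without DAXX K/D replicate 2 (0.00985). RAB17 passed without DAXX K/D replicate 2 (0.0114). With alternatives chosen after seeing the values, ATG4B passed with recovered reads (0.0411) and crossed pairs (0.0456), and ATG4A (0.0365) with GC correction, which dropped 16 of the 33 called genes. The paper's own statements on DAXX, DAPK3, MTOR and RPTOR have the same direction here, with log2 fold changes of −1.25, 0.79, −0.60 and −0.57.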

Other observations

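The windows on chromosomes 1 and 15, the GC-corrected values, the recovered reads and the ratios of ULK1 under other alternatives were looked at only after the result was seen, and the gene lists were not.

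Interferon-stimulated genes went both ways in DAXX K/D cells. Of 38 tested, 13 were higher and 5 lower (14 and 7 when adjusted over the list alone, camera adjusted p = 0.150). With GC correction the list passed as up (0.0380, but 0.492 with an estimated correlation). IFI6, an inhibitor of apoptosis, rose by 2.51 on the log2 scale, the antiviral membrane protein IFITM1 by 1.70 and the ubiquitin-like ISG15 by 1.49, all short genes. The 5 lower genes, named after their values were seen, were SAMD9 (−0.90), IFIT5 (−0.54), the RNA sensor DDX58 (−0.50), DTX3L (−0.42) and IFIT2 (−0.37). Of 21 genes of the unfolded protein response of the endoplasmic reticulum, 8 were higher, also 8 when adjusted over the list alone, among them the chaperone component SDF2L1 (1.52). The camera test of this list gave adjusted p = 0.0954, 0.0140 after gene length correction and 0.0438 after GC correction (0.506 and 0.492 with an estimated correlation), while its direction was down with quantile normalization (0.971). Of 14 members of the BCL2 family, 7 were higher and 1 lower, also 7 and 1 when adjusted over the list alone (camera adjusted p = 0.139). The survival factor BCL2A1 had a log2 fold change of 1.56, and BCL2, named after its value was seen, −0.59. IFIT5, DDX58, DTX3L, IFIT2 and BCL2 did not pass without WT replicate 1 (adjusted p from 0.0693 to 0.287), and all of these but IFIT5 did not without WT replicate 2 (0.0657 to 0.242). DTX3L (−0.16, 0.188) and IFIT2 (0.0668) did not pass after gene length correction, nor DTX3L (0.0612), IFIT2 (0.0915) and BCL2 (0.0650) after GC correction. After gene length correction, 9 interferon-stimulated genes were higher and 5 lower, and 4 and 1 of the BCL2 family. These 5 lower genes are not the same 5 as before it, since DTX3L and IFIT2 did not pass.

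Of 28 ATF4 and stress response genes, 11 were higher and 1 lower, by either adjustment (11 and 1 when adjusted over the list alone, camera adjusted p = 0.0954), and after gene length correction 6 and 4. The secreted glycoprotein STC2 rose by 1.66 and the transcription factor CEBPB by 1.08. Of 25 genes of hypoxia and glycolysis, 9 were higher and 1 lower (9 and 1 when adjusted over the list alone, camera adjusted p = 0.0682), and 7 and 2 after that correction. The peptide hormone ADM rose by 1.63 and the angiogenic factor VEGFA by 1.07, while hexokinase HK2 had −1.07. Of 35 S phase genes, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone, camera adjusted p = 0.158), and 6 and 4 after it. With quantile normalization the direction of both the hypoxia and the S phase list was down (0.971). Of 28 partners of DAXX and chromatin proteins, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone, camera adjusted p = 0.305), and 4 and 4 after gene length correction. DNMT3A, a DNA methyltransferase, had a log2 fold change of −0.67 (adjusted p = 0.00866 from limma), the kinase HIPK1 −0.66 and ATRX, with which DAXX deposits histone H3.3, −0.56. DNMT1 RNA had −0.34 (adjusted p = 0.0391), and after gene length correction ATRX had −0.07 (0.479) and DNMT1 −0.11 (0.216). Without WT replicate 1, DNMT3A (0.0644), HIPK1 (0.0707), ATRX (0.101) and DNMT1 (0.282) did not pass, and all but HIPK1 did not without WT replicate 2 (0.0508 to 0.168). Of 10 imprinted genes, 3 were higher and 4 lower (4 and 4 when adjusted over the list alone, camera adjusted p = 0.699), and the direction of the test turned from up to down after gene length correction (0.860).

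Markers of other cell types were mostly below the filter. Of 12 immune markers 1 was tested and did not pass, and of 38 germline genes 3 were tested and 1 was higher. Of 10 fibroblast markers 2 were tested and COL1A1 was lower (−1.08). Of 8 endothelial markers 3 were tested, and KDR (−1.98) and ESAM (−1.18) were lower. Of 11 luminal prostate markers 6 were tested, 3 were higher, among them TMPRSS2 (0.68, adjusted p = 0.0658 without WT replicate 2), and 1 was lower (camera adjusted p = 0.173). Of 8 basal markers 5 were tested, 1 was higher and 2 were lower, among them the integrin ITGA6 (−1.29), with a median above 0 and a test direction of down (camera adjusted p = 0.362). Of 9 neuroendocrine markers 1 was tested and was higher, ENO2 (0.64).

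Of the control genes of the Q-PCR, PPIA passed narrowly in the RNA-Seq and GAPDH did not. PPIA, which encodes cyclophilin A, went from an FPKM of 148 ± 10.1 (SD, n = 2) to 208 ± 40.3 (SD, n = 2), a log2 fold change of 0.48 (standard error 0.15, adjusted p = 0.0497 from limma) that was 0.03 with quantile normalization (0.849) and did not pass after gene length correction (0.0763) or without WT replicate 1 (0.302), WT replicate 2 (0.153) or DAXX K/D replicate 1 (0.0722). GAPDH went from 874 ± 2.32 (SD, n = 2) to 1134 ± 1.37 (SD, n = 2), a log2 fold change of 0.38 (adjusted p = 0.0645), which turned to −0.32 (0.0285) with quantile normalization and to −0.00 after gene length correction. It passed as higher with no intensity trend (0.0321), without DAXX K/D replicate 1 (0.0480) or replicate 2 (0.0383), and with recovered reads (0.0119). Relative to PPIA, ULK1 had a log2 change of −0.53, which was −0.11 with quantile normalization, −0.19 after gene length correction and −0.89 after GC correction, and relative to GAPDH of −0.42, which turned to 0.24 with quantile normalization and 0.17 after gene length correction.

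Besides the window at 14q24, the lowest runs of 8 neighbouring genes after gene length correction were on chromosome 1 from 97188194 to 100160097 (median −1.23, as low in 0.2% of 1000 random orders) and among the SNORD116 genes of the imprinted region 15q11 from 25287121 to 25339276 (−1.09, 0.3%). SNORD116 genes encode near-identical small nucleolar RNAs. The random orders treat each entry as a separate gene. Members of such a cluster, or DPYD and its antisense DPYD-AS1 in the chromosome 1 window, need not vary separately. These shares therefore do not set a regional change apart from a change at a single locus.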
